# Small Interfering RNA against Transcription Factor STAT6 Leads to Increased Cholesterol Synthesis in Lung Cancer Cell Lines

**DOI:** 10.1371/journal.pone.0028509

**Published:** 2011-12-05

**Authors:** Richa Dubey, Ravindresh Chhabra, Neeru Saini

## Abstract

STAT6 transcription factor has become a potential molecule for therapeutic intervention because it regulates broad range of cellular processes in a large variety of cell types. Although some target genes and interacting partners of STAT6 have been identified, its exact mechanism of action needs to be elucidated. In this study, we sought to further characterize the molecular interactions, networks, and functions of STAT6 by profiling the mRNA expression of STAT6 silenced human lung cells (NCI-H460) using microarrays. Our analysis revealed 273 differentially expressed genes after STAT6 silencing. Analysis of the gene expression data with Ingenuity Pathway Analysis (IPA) software revealed *Gene expression, Cell death, Lipid metabolism* as the functions associated with highest rated network. *Cholesterol biosynthesis was* among the most enriched pathways in IPA as well as in PANTHER analysis. These results have been validated by real-time PCR and cholesterol assay using scrambled siRNA as a negative control. Similar findings were also observed with human type II pulmonary alveolar epithelial cells, A549. In the present study we have, for the first time, shown the inverse relationship of STAT6 with the cholesterol biosynthesis in lung cancer cells. The present findings are potentially significant to advance the understanding and design of therapeutics for the pathological conditions where both STAT6 and cholesterol biosynthesis are implicated viz. asthma, atherosclerosis etc.

## Introduction

STAT6 is one of the seven members of the family of transcription factors that participate in the regulation of gene expression when cells encounter various extracellular polypeptides like cytokines, hormones and growth factors and regulate a broad range of cellular processes including proliferation, differentiation and apoptosis [1], [2], [3], [4]. In general, unphosphorylated STAT proteins exist as latent forms in the cytoplasm. The cytokine exposure leads to STAT phosphorylation by Janus kinases and once phosphorylated the dimerization of individual STAT proteins occur via their SH2 domains followed by migration of functional STAT dimer to the nucleus where it can bind DNA and directly activate transcription of cytokine responsive genes [5], [6]. Just like the other members of the STAT family, STAT6 plays a dual role of signal transducer and activator of transcription by either directly regulating gene expression or by interacting with a wide variety of other transcription factors [7].

IL-4 and IL-13 induced STAT6 signaling has been shown to play an important role in the differentiation of Th2 cells, B cell induced expression of IgG and IgE and the cell surface display of MHC class II and CD23 [8], [9], [10], [11]. Though STAT6 is primarily known to be associated with allergic inflammation and asthma, STAT6 deregulation has also been implicated in various other diseases. STAT6 plays a key role in T cell hepatitis via enhancing expression of eotaxins in hepatocytes and endothelial cells, and induces IL-5 expression, infiltration of eosinophils and neutrophils into the liver and leading to hepatitis [12]. There are also evidences that IL-4-induced activation of STAT6 is associated with reduced hepatic expression of TNFα as well as attenuation of liver neutrophil recruitment and may protect against hepatic ischemia/reperfusion injury [13]. STAT6 has also been demonstrated to be involved in ciliary mechanosensation in kidney epithelial cell [14]. Recently, IL-4 and STAT6 gene polymorphisms have also been found associated with systemic lupus erythematosus development in Chinese patients [15]. Shum *et al* in 2006 provided a link between allergic inflammation and fatty acid metabolism where they have shown that an IL-4/STAT6 regulated gene aP2, which plays an important role in lipid metabolism, is required in Th2 mediated allergic airway inflammation [16] and recently STAT6 has been found to play a role in regulating lipid homeostasis in liver as increased lipid deposition was observed in STAT6 knockout mice [17]. In addition to the above findings, Zhang *et al* in 2006 reported that STAT6 silencing inhibits proliferation and induces apoptosis in colon cancer HT-29 cells [4]. In another study, Das *et al* in 2007 found that STAT6 is a constitutively expressed survival factor in human prostate cancer [18]. This effect of STAT6 was further strengthened in a study by Cui *et al* in 2007, where they have shown that unphosphorylated STAT6 transcriptionally up regulates COX-2 expression and protects against apoptosis in NSCLC (non-small cell lung cancer) cells [19].

Although, a few target genes and some interacting partners of STAT6 have been known till date, the precise mechanisms of STAT6 mediated signaling is largely unknown. In view of this, we sought to study the effect of STAT6 silencing on genome wide gene expression patterns in NCI-H460 cells (lung cancer epithelial). The results obtained after siRNA mediated silencing of STAT6 in NCI-H460 cells were also validated in A549 cells.

## Materials and Methods

### Cell culture and siRNA Transfection

Lung carcinoma (NCI-H460 and A549) cells were obtained from National Centre for Cell Science, Pune, India and maintained in RPMI-1640/DMEM media, containing 10% fetal calf serum and antibiotics (100 U/ml penicillin, 100 µg/ml streptomycin) at 37°C in a humidified atmosphere of 5% CO_2_ in air.

For transfection in 12 well plates, 1.2×10^5^ cells were seeded per well and allowed to adhere overnight. The following day cells were transfected with 60 nM of validated siRNA (Ambion, USA) using 4 µl of lipofectamine 2000 (Invitrogen, USA) according to the manufacturer's protocol. Wherever indicated, cells were stimulated with 50 ng/ml recombinant human IL-4 (BD Pharmingen, USA) for 4 h. The cells were harvested after 24 h/48 h/72h post transfection and used for the experiments. The untransfected and scrambled siRNA transfected cells were harvested after 48 h for all the experiments unless otherwise indicated.

### RNA Extraction and Real Time PCR

Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) and 2 µg of RNA was reverse transcribed using RevertAid™ H Minus Reverse Transcriptase kit (Fermentas, USA) according to the manufacturer's protocol**.** Real time PCR was done using SYBR Green PCR master mix (Applied Biosystems, Foster City, CA). Results were normalized with 18s rRNA. Data was analysed using Pfaffl's method [20]. The primer sequences used for RT-PCR are given in Table S1.

### Western Blotting

Cells were trypsinized and cell pellets were lysed with modified RIPA buffer {50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP40, 0.25% Na deoxycholate, 1 µg/ml aprotinin, 1 µg/ml leupeptin, 1 µg/ml pepstatin, 1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM sodium orthovandate, and 1mM sodium fluoride} and kept in ice for 30 min. Lysate was centrifuged at 12000 rpm for 30 min, supernatant collected and protein estimation was done using the BCA method. Equal amounts of protein (50 µg) were separated on 12% sodium dodecyl sulphate – polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to PVDF membrane. The membrane was blocked with 3% skim milk in Tris buffered saline (20 mM Tris, 150 mM NaCl, pH 7.4) with 0.1% Tween-20 for 1 h and then incubated with primary antibody in 1% skim milk for 2 h followed by incubation with appropriate secondary antibody (anti-mouse ALP linked or/anti-rabbit ALP linked) for 1 h. Blots were developed using NBT- BCIP as substrate. Equal loading of protein was confirmed using GAPDH antibody. Measurement of signal intensity on PVDF membranes after western blotting was performed using AlphaImager 3400 (Alpha InnoTech Corporation, San Leandro, California). The IDV values are calculated as the density values of the specific protein band/GAPDH density values. The fold change with respect to untransfected cells was then calculated based on IDV values. All experiments were repeated at least three times; representative results are presented.

### Illumina Microarray

Genome wide effect of STAT6 silencing was studied using Illumina microarray. Two biological replicates of untransfected NCI-H460 cells and NCI-H460 cells transfected with 60nM of STAT6 siRNA (for 48 h) were used in the array experiment. Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA), purified and concentrated using RNeasy MinElute Cleanup Kit (Qiagen, CA, USA) as per the manufacturer's protocol. All RNA samples were tested for integrity by gel electrophoresis. The Illumina TotalPrep RNA Amplification Kit (Ambion, TX, USA) was used to generate biotinylated, amplified RNA. In brief, 500 ng of total RNA was reverse transcribed with an oligo(dT) primer using ArrayScript enzyme and amplified overnight with T7 RNA polymerase and labeled with biotin according to the manufacturer's protocol. This labelled amplified RNA (aRNA) was hybridized to Illumina Genome-Wide Expression BeadChips (Human Ref-6 v.3.0, Illumina, CA, USA) representing ∼43,000 human transcripts at 58°C overnight. Arrays were incubated with Cy3 streptavidin and washed according to the manufacturer's protocol. The chip was scanned using Illumina scanner (iScan) and the analysis of the microarray data was done using Illumina Beadstudio 2.0 software. The data was average normalized and the genes which crossed the threshold of detection p value ≤ 0.05 among all the samples and differential score p value ≤ 0.05 among the test samples were considered to be differentially expressed genes. The work-flow diagram of this experiment is given in Figure S1. The data obtained has been deposited in NCBI's Gene Expression Omnibus [21] and is accessible through Gene Expression Omnibus (GEO) Series accession number GSE25942 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE25942).

### Ingenuity pathway analysis (IPA)

Datasets representing genes with altered expression profile derived from microarray analyses were imported into the Ingenuity Pathway Analysis Tool (IPA Tool; Ingenuity®Systems, Redwood City, CA, USA; http://www.ingenuity.com). In IPA, differentially expressed genes are mapped to genetic networks available in the Ingenuity database and then ranked by score.

The basis of the IPA program consists of the Ingenuity Pathway Knowledge Base (IPKB) which is derived from known functions and interactions of genes published in the literature. Thus, the IPA Tool allows the identification of biological networks, global functions and functional pathways of a particular dataset. The program also gives the significance value of the genes, the other genes with which it interacts, and how the products of the genes directly or indirectly act on each other, including those not involved in the microarray analysis. The networks created are ranked depending on the number of significantly expressed genes they contain and also list diseases that were most significant. A network is a graphical representation of the molecular relationships between molecules. Molecules are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least 1 reference from the literature, from a textbook, or from canonical information stored in the Ingenuity Pathways Knowledge Base. The intensity of the node color indicates the degree of up- (red) or down- (green) regulation. Nodes are displayed using various shapes that represent the functional class of the gene product.

### PANTHER analysis

The PANTHER (**P**rotein **AN**alysis **TH**rough **E**volutionary **R**elationships) Classification System is a unique resource that classifies genes by their functions, using published scientific experimental evidence and evolutionary relationships to predict function even in the absence of direct experimental evidence [22]. The differentially expressed genes obtained after STAT6 silencing in NCI-H460 cells were imported into PANTHER (http://www.pantherdb.org/), where the number of genes in each pathway were compared against the number of genes from NCBI's *Homo sapiens* genome in that pathway. The binomial test was used to statistically determine overrepresentation of PANTHER classification categories. Bonferroni-corrected p values < 0.05 were considered significant.

### Cholesterol assay

Cholesterol content was determined in the cells using cholesterol quantitation kit (Biovision, CA, USA) according to the manufacturer's instruction. In brief, 10^6^ cells were lysed and lipids were extracted by homogenization with 200 µl of chloroform: isopropanol: Triton X-100 (7:11:0.1). These lipid extracts were vacuum dried for 30 min and the residues were dissolved in 200 µl cholesterol Reaction Buffer provided with the kit. Cholesterol was estimated by spectrophotometry at λ = 570 nm in a 96 well plate according to the manufacturer's instructions. The cholesterol levels were normalized to amounts of total cellular protein.

### Promoter Analysis

To identify the common regulatory controls among the altered genes, genes of the cholesterol biosynthesis pathway (HMGCR- 3-hydroxy-3-methylglutaryl-Coenzyme A reductase, HMGCS1- 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1 and IDI1- Isopentenyl-diphosphate delta isomerase 1) were taken for promoter analysis. Ensembl [23] was used to retrieve 5.0 kb upstream regions from the transcription start sites of these genes and the transcription factor(s) binding within this region was determined using Over-represented Transcription Factor Binding Site Prediction (OTFBS) tool [24] that detects over-represented motifs of known transcription factors for a set of genes.

### Electrophoretic Mobility Shift Assay (EMSA)

The electrophoretic mobility shift assay was carried out as described by Shiraga *et al*. [37]. Nuclear extracts were prepared from untransfected, siRNA-transfected (60 nM, 48 h/72 h) and scrambled siRNA transfected NCI-H460 cells by using NE-PER Nuclear and Cytoplasmic Extraction Reagent Kit (Pierce) according to the manufacturer's protocol.

The oligonucleotide sequences used in EMSA were taken from an earlier published study [25]. Double stranded DNA was generated by mixing equimolar amounts of the complementary oligonucleotides in annealing buffer (Ambion, CA, USA). Mutated sequence of the transcription factor was also used to check the specificity of the binding of the transcription factor. These annealed double stranded DNA were labeled with [c32-P]-ATP (BRIT, Hyderabad, India) in the presence of T4-polynucleotidekinase (New England Biolabs, MA, USA) according to manufacturer's instructions. Nuclear extracts (18 µg) from the untransfected and siRNA-transfected cells were incubated for 30 min at room temperature in the presence of reaction buffer containing 8 mM Tris-KCl (pH 8.0), 2 mM EDTA, 1 mM DTT, 12% glycerol, 1 mg BSA and 1 mg of poly(dI-dC). Either the wild type or mutated labeled double stranded oligonucleotide (40,000 cpm) was then added to the reaction mixture and incubated for 45 min at room temperature. On termination of incubation, samples were loaded onto a non-reducing 6% polyacrylamide gel and electrophoresed in 0.5X TBE. Gels were then dried and subjected to phosphorimager analyses (FLA 2000, Fujifilm, Japan). The densitometric analyses were done using the AlphaImager 3400 (Alpha InnoTech Corporation, San Leandro, California). The same size rectangle box was drawn surrounding each band and the intensity of each was analyzed by the program after subtraction of the background intensity.

### Annexin-V assay

Apoptosis was assessed by the Guava Nexin kit and the Guava PCA system (Guava Technologies, Hayward, CA, USA). The exposure of phosphatidyl serine (PS) on the cell surface (associated with the onset of apoptosis) forms the basis of the Guava Nexin assay. The Guava Nexin assay utilizes two stains (annexin V and 7-amino actinomycin D [7-AAD]). Annexin V-PE binds to PS on the cell surface of apoptotic cells and 7-AAD, the cell impermeant dye is an indicator of membrane structural integrity. 7-AAD is excluded from live, healthy and early apoptotic cells, but permeates late stage apoptotic and dead cells. The assay was performed according to the manufacturer's protocol and Annexin-PE fluorescence was analyzed with the help of cytosoft software (Guava Technologies, Hayward, CA, USA). A minimum of 2,000 events were counted.

### Cell cycle assay

For analysis of cell cycle distribution, cells were fixed with ice-cold 70% ethanol and treated with 1mg/ml RNase for 30 minutes at 37°C. The cells were then treated with fluorescence dye propidium iodide (50 µg/ml, Sigma, USA) which bind to DNA by intercalating between the bases at 4°C for 30 minutes and analyzed using flow cytometer (Guava Technologies, Hayward, California, USA). A minimum of 5,000 events were counted.

## Results

### STAT6 downregulation using STAT6 specific siRNA

The efficacy of STAT6 specific siRNA to down regulate STAT6 expression in NCI-H460 cells was evaluated by real time PCR for RNA expression and western blotting for protein levels. As shown in Fig. 1b **,** the RNA levels decreased by 1.20 fold at 24h, 2.12 fold (p value = 0.046) at 48 h and by 1.66 fold (p value  =  0.05) at 72 h in siRNA transfected NCI-H460 cells in comparison to untransfected NCI-H460 cells. There was no significant change in the untransfected cells and scrambled siRNA transfected cells at different time points. However, the protein levels of STAT6 were reduced in a time-dependent manner. As shown in Fig. 1a and 1b, there was 1.12 fold decrease at 24 h, 1.79 fold (p value  =  0.02) decrease at 48 h and 2.40 fold (p value  =  0.028) decrease at 72 h post transfection of STAT6 specific siRNA in NCI-H460 cells in comparison to untransfected NCI-H460 cells at respective time points. We next checked the expression of phosphorylated STAT6 (pSTAT6) protein which is the activated signaling form of STAT6. In concordance with STAT6 protein levels, the expression of pSTAT6 protein levels was also reduced in a time-dependent manner. There was 1.13 fold decrease at 24 h, 1.85 fold (p value  =  0.0008) decrease at 48 h and 2.67 fold (p value  =  0.001) decrease at 72 h post transfection of STAT6 specific siRNA in NCI-H460 cells when compared with untransfected NCI-H460 cells at respective time points (Fig. 1a and b). Non significant changes were observed in cells transfected with scrambled siRNA (negative control) at different time points.

**Figure 1:**
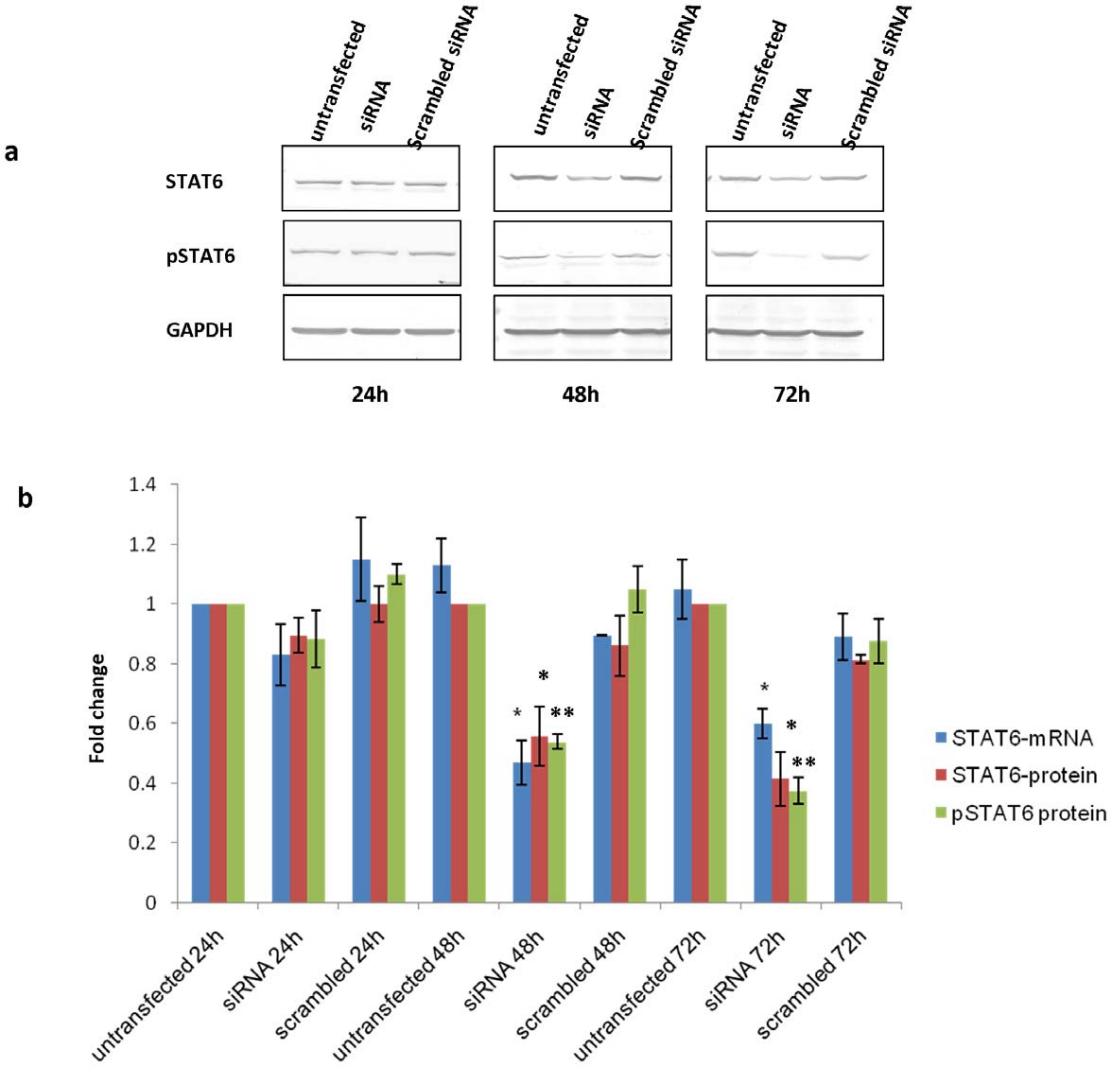
Silencing of STAT6 in NCI-H460 cells using STAT6 specific siRNA. a) The western blot of STAT6 and phosphorylated form of STAT6 (pSTAT6) protein on cell extracts from untransfected, STAT6 specific siRNA and scrambled siRNA transfected NCI-H460 cells at different time points as indicated. b) Graph represents the fold change in STAT6 mRNA level, STAT6 protein and pSTAT6 protein level compared to untransfected NCI-H460 cells at respective time points. Scrambled siRNA at different time points was used as a negative control. GAPDH was used as a loading control for densitometric analysis for western blot analysis. The mRNA levels were normalized to 18s rRNA expression in Real time PCR analysis. The data is expressed as the mean ± S.D. of 3 independent experiments. * indicates p value < 0.05 in comparison to untransfected cells. ** indicates p value < 0.01 in comparison to untransfected cells. c).

### Genome wide effects of STAT6 silencing in NCI-H460 cell line using Illumina microarray

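RNA from NCI-H460 lung cancer cells was measured on 4 Illumina bead arrays, 2 of untransfected cells and 2 of cells taken 48 h after transfection with 60 nM STAT6 siRNA. The controls of the array experiment were untransfected cells, and the series holds 0 arrays of cells given scrambled siRNA. The paper's scrambled siRNA controls belong to its other experiments, such as the cholesterol assay. For every gene and list below, the arrays thus cannot tell transfection itself apart from loss of STAT6. Each array carries 48803 probes, and a probe's signal is the mean fluorescence of a median of 38 or 39 beads. The mean raw signal was 515 and 597 in untransfected replicates 1 and 2, and 610 and 487 in STAT6 siRNA replicates 1 and 2. At a detection p of at most 0.05, 17951 and 17989 probes were detected in the untransfected arrays and 17030 and 18539 in the STAT6 siRNA arrays. The authors scaled the arrays to a common mean in BeadStudio, and their deposited values are a straight line of the raw signal on each array, with a mean of about 439 and a background of 105 to 119 subtracted. That subtraction puts 29.4 to 32.3% of the deposited values below 0, so the raw signal was used here: each array was scaled to the mean of all 4, signals under 16 were set to 16, and log2 was taken. A gene was tested where a probe named for it was detected on all 4 arrays, and its brightest such probe stood for it. This left 9628 genes for limma, with a variance trend over intensity. Across these genes the log2 values of STAT6 siRNA replicate 1 correlated with those of the other arrays at 0.961 to 0.968, and the other arrays with each other at 0.986 to 0.987. With 2 arrays per group there are 2 residual degrees of freedom. Simulated data with 200 changed genes took the gene means of these arrays and variances that limma had already shrunk toward the trend. There limma recovered 3% of log2 changes of 0.5, 69% of changes of 1 and 100% of changes of 2. Each gene's own unshrunk variance was not used, so these shares need not hold for these arrays. The simulated genes varied independently, with the same spread on every array, whereas STAT6 siRNA replicate 1 stands apart in the data.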

The gene expression profiles in untransfected NCI-H460 cells and NCI-H460 cells transfected with STAT6 siRNA were determined by illumina microarray using two biological replicates. Illumina array experiment identified 273 differentially expressed genes (*187 downregulated and 86 upregulated)*. 

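STAT6, the target of the siRNA and the transcription factor that interleukin-4 activates, had log2 signals of 9.33 and 9.39 in the untransfected arrays and 8.69 and 8.84 in the STAT6 siRNA arrays. Its log2 fold change was −0.60 (standard error 0.26, adjusted p = 0.748 by limma). CPA4, which encodes the secreted peptidase carboxypeptidase A4, rose from 9.09 and 9.05 to 11.39 and 10.91, a log2 fold change of 2.08 (standard error 0.28, adjusted p = 0.0118 by limma). Next in the order of p came ASNS, the asparagine synthetase, with a log2 fold change of −1.84 (standard error 0.29, adjusted p = 0.0516 by limma). HSPA2, a chaperone of the HSP70 family, had 1.48 (standard error 0.25), and TRIB3, a pseudokinase induced by the transcription factor ATF4, had −1.52 (standard error 0.26). The adjusted p by limma was 0.0557 for HSPA2 and for TRIB3. PSPH, the last enzyme of serine synthesis, followed with −1.21 (standard error 0.22, adjusted p = 0.0965 by limma). Of the genes tested with limma, 1 (CPA4) was higher and 0 were lower at an adjusted p under 0.05, against 354 and 259 at an unadjusted p of at most 0.05. By chance alone, a share of 0.05 of the 9628 genes tested would reach that unadjusted p, higher and lower together. Chance could thus account for most of these genes. Both STAT6 siRNA arrays lay above both untransfected arrays for 1779 genes and below them for 1548, where chance puts 16.7% of genes in each direction. Leaving out 1 array leaves a group of 1 array, without a spread of its own. The variance of every gene was then taken from the intensity trend (infinite prior degrees of freedom, against 14.0 with all arrays). More genes were called in each of these fits, so counts from them, here and below, are no check of stability. At the unadjusted p, lower genes outnumbered higher ones without untransfected replicate 2. Over all alternatives CPA4 had a log2 fold change of 1.84 to 2.35. It lost its call with a variance model that has no intensity trend (adjusted p = 0.168 by limma).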

Raw data was analysed using Beadstudio 2.0 software. The array data was average normalized and filtered by detection of a p value ≤ 0.05 and differential p value ≤ 0.05. The list of differentially expressed genes along with their fold changes is provided in the Table S2.

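Genes of Table S2 that lay lower after STAT6 siRNA include enzymes that make amino acids or load them onto tRNA, and those that lay higher include tubulins. CBS, which joins serine and homocysteine on the way to cysteine, had a log2 fold change of −1.19 (standard error 0.26), and PHGDH, the first enzyme of serine synthesis, had −0.93 (standard error 0.20). AARS1, which charges the alanine tRNA, had −0.88 (standard error 0.23), and RPF2, an assembly factor of the large ribosomal subunit, had −0.84 (standard error 0.25). TUBB2B and TUBA4A, a beta and an alpha tubulin of microtubules, had 1.00 and 0.99 (standard errors 0.27 and 0.27). For these 6 genes the adjusted p by limma ranged from 0.204 to 0.586. Symbols of the paper's table were matched as listed or, for older ones, through an alias that a single current gene has. Of its 273 genes, 211 then had a probe named here. For 208 of these, the ratio of the group means of the deposited values at a probe of that gene lies within 0.5% of the listed fold; 190 of those probes were detected on all 4 arrays and 18 on fewer, down to 2. All 200 tested genes of the table, 66 listed as higher and 134 as lower, had a log2 fold change of the listed direction. At an adjusted p under 0.05 by limma, 1 of the 200 passed, and at an unadjusted p of at most 0.05, 162 did (65 higher and 97 lower). The unadjusted count fell without either untransfected array and without STAT6 siRNA replicate 1, in fits that leave 1 array in a group. The table was drawn from these same arrays, so the shared direction is not independent evidence. A further 451 genes at that unadjusted p are outside the matched part of the table.

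**Figure D1:**
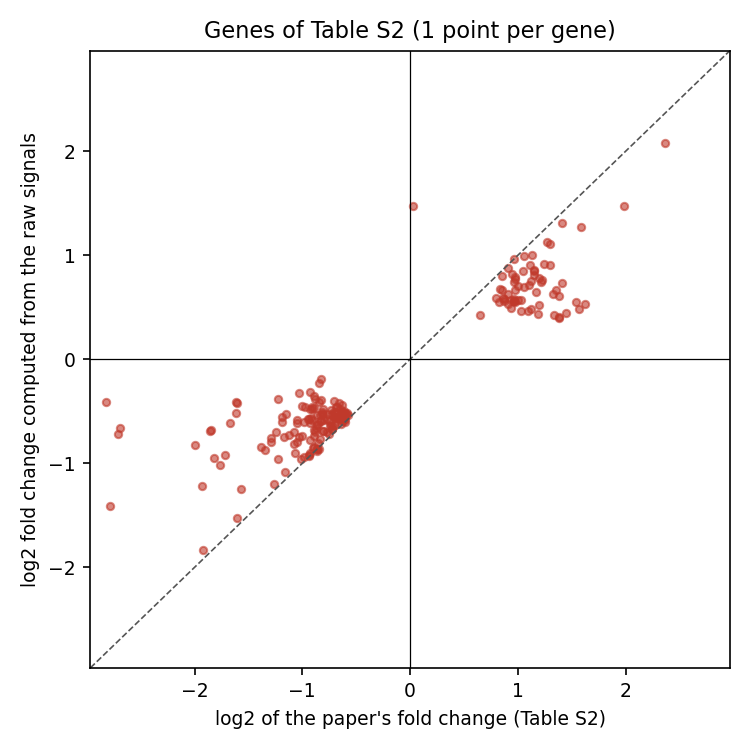
Log2 of the fold change that the paper's Table S2 lists for each gene (horizontal axis) against the log2 fold change computed here from the scaled raw signal (vertical axis), for the 200 tested genes. All points lie in the lower left and upper right parts. Most lie nearer 0 than the dashed line of equality: the median size is 0.94 in the table, whose folds are ratios after background subtraction, and 0.61 here, without it.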

### Elucidation of pathways and interactions among differentially expressed genes

To investigate possible biological interactions of differently regulated genes, datasets representing genes with altered expression profile derived from microarray analyses were imported into the Ingenuity Pathway Analysis Tool.

The list of differentially expressed genes analyzed by IPA revealed 20 significant networks (Table S3). Fig. 2a represents the list of top 5 networks identified by IPA. Of these networks, *Gene expression, Cell death, Lipid metabolism* was the highest rated network with 28 focus molecules and the significance score of 54 (Fig. 2b). The score is the probability that a collection of genes equal to or greater than the number in a network could be achieved by chance alone. A score of 3 indicates a 1/1000 chance that the focus genes are in a network not due to random chance. The list of genes in this network with their respective fold changes in the array data is provided in the Table S4.

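The genes of this network that lay lower after STAT6 siRNA include transcription factors and enzymes of the amino acid response, and those that lay higher include chaperones and interferon-induced genes. CEBPG, a leucine zipper partner of ATF4, had a log2 fold change of −1.09 (standard error 0.31), and CEBPA, a transcription factor of the same family, had −0.56 (standard error 0.18). PCK2, the mitochondrial enzyme that makes phosphoenolpyruvate, had −1.41 (standard error 0.26, adjusted p = 0.102 by limma). The HSP70 chaperones HSPA1A and HSPA8 had 1.31 and 0.97 (standard errors 0.31 and 0.22), and the interferon-induced genes IFI27 and ISG15 had 0.55 and 0.46 (standard errors 0.15 and 0.17). CSF2RA, the alpha chain of the GM-CSF receptor, had −0.41 at its brightest probe and −0.43, −1.13 and −1.37 at its other detected probes. All 26 genes of Table S4 that were tested had the direction the table lists, 8 higher and 18 lower. None of the 26 (0) passed an adjusted p under 0.05 by limma, and 24 passed an unadjusted p of at most 0.05. The unadjusted count fell when any 1 array was left out, in fits that leave 1 array in a group. The heat shock response genes as a set, 3 of them in Table S4, rose by a median log2 fold change of 0.48 over 15 tested genes, 14 of them positive (adjusted p = 5.45e-08 by limma's camera). With an estimated correlation between the genes, camera gave an adjusted p = 0.480 for this set. That correlation was −0.0035, under the preset of 0.01, so the lost call is not evidence that these genes vary together. Of its members, 6 were higher when adjusted over the list alone, and 0 when limma adjusted over all genes (6 at an unadjusted p of at most 0.05). Table S4 was chosen on these same arrays, so its direction is not independent evidence.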

**Figure 2:**
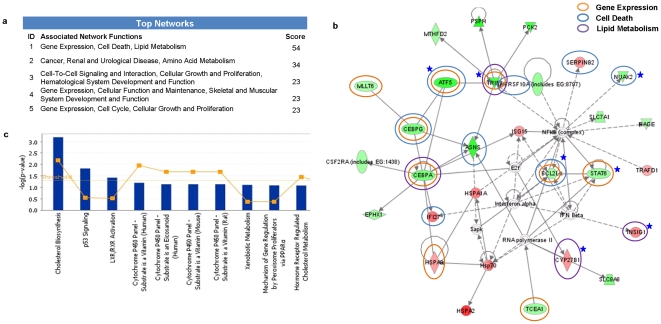
Ingenuity Pathways Analysis (IPA) summary. To investigate possible interactions of differently regulated genes, datasets representing 273 genes with altered expression profile obtained from the illumina microarray were imported into the Ingenuity Pathway Analysis Tool and the following data is illustrated: a) The list of top five networks with their respective scores obtained from IPA b) Most highly rated network in IPA analysis The network representation of the most highly rated network (Gene Expression, Cell Death, Lipid Metabolism). The genes that are shaded were determined to be significant from the statistical analysis. The genes shaded red are upregulated and those that are green are downregulated. The intensity of the shading shows to what degree each gene was up or downregulated. A solid line represents a direct interaction between the two gene products and a dotted line means there is an indirect interaction. The genes marked with blue asterisk have been validated by real time PCR. Genes associated with Gene expression, Cell Death and Lipid Metabolism are circled with orange, blue and purple colours, respectively. c) Toxicology pathway list in IPA analysis. The x-axis represents the top toxicology functions as calculated by IPA based on differentially expressed genes are highlighted and the y-axis represents the ratio of number of genes from the dataset that map to the pathway and the number of all known genes ascribed to the pathway. The yellow line represents the threshold of p value < 0.05 as calculated by Fischer's test.

The IPA analysis also groups the differentially expressed genes into biological mechanisms that are related to toxicity groups. 

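Of the cholesterol synthesis genes, MSMO1, IDI1 and HMGCS1 lay furthest above the untransfected arrays after STAT6 siRNA, and members of the cholesterol and the p53 target lists went both ways. CDKN1A, which encodes the cell cycle inhibitor p21 and is a main target of p53, had a log2 fold change of 1.07 (standard error 0.28, adjusted p = 0.423 by limma). TP53INP1, a stress protein that p53 induces, had 0.55 (standard error 0.21), and RB1, the retinoblastoma protein that p21 keeps active, had 0.54 (standard error 0.21). TNFRSF10A, a death receptor for TRAIL and a target of p53, had −0.60 (standard error 0.24). The adjusted p by limma was 0.718 for TP53INP1, RB1 and TNFRSF10A. Of 20 cholesterol synthesis genes, 17 were tested; 13 log2 fold changes were positive and 4 negative, and 8 genes lay above the untransfected arrays in both STAT6 siRNA arrays. The set rose by a median of 0.27 (adjusted p = 0.00177 by limma's camera), and with an estimated correlation camera gave an adjusted p = 0.480. The median of the set was 0.21 and 0.27 in STAT6 siRNA replicates 1 and 2 against the untransfected mean, and 0.24 in untransfected replicate 2 against replicate 1. Adjusted over the list alone, MSMO1, IDI1 and HMGCS1 were higher (3 genes), against 0 over all genes by limma and 4 at an unadjusted p of at most 0.05 (2 without untransfected replicate 1). Without untransfected replicate 1 the list alone gave 0 higher genes. Without STAT6 siRNA replicate 2 camera's adjusted p was 0.101 (range over all alternatives 6.48e-06 to 0.101). The p53 target set, 18 genes tested with 11 positive and 7 negative, had a median of 0.04 (adjusted p = 0.516 by limma's camera). Adjusted over the list alone, CDKN1A was higher (1 gene), against 0 over all genes by limma and 2 higher at an unadjusted p. The CDKN1A call was lost without untransfected replicate 2, and fewer of these genes reached the unadjusted p without either untransfected array.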

In the toxicology list, *Cholesterol biosynthesis and p53 Signaling* came out to be the top two most significant pathways with a p value of 0.011 and 0.013, respectively (Fig. 2c). The genes associated with the top tox list are also given in the Table S5.

Simultaneously, differentially expressed gene list obtained after STAT6 silencing in NCI-H460 cells was fed into the PANTHER web resource to reveal enriched pathways. Interestingly, in this analysis too we found cholesterol biosynthesis and apoptosis signaling among the significantly enriched pathways. 

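The genes of Table S2 listed as higher hold HMGCS1 and IDI1 of the cholesterol pathway, and ABCA1 and LPL, targets of the oxysterol receptor LXR. Those listed as lower hold PHGDH and PSPH of serine synthesis, and for cell death the anti-apoptotic BCL2L1 and the TRAIL receptor TNFRSF10A. PSAT1, the enzyme between PHGDH and PSPH, had a log2 fold change of −1.22 (standard error 0.27). Among the 66 tested genes listed as higher, the 2 cholesterol genes stand against 0.117 expected by chance (one-sided Fisher's exact test, p = 0.00589, adjusted p = 0.0365 over 31 lists). The 2 LXR targets stand against 0.0617 expected (exact test, adjusted p = 0.0250). Among all 200 tested genes of the table, both directions together, cholesterol genes had 0.353 expected and LXR targets 0.187 (exact tests, adjusted p = 0.134 and 0.0871). The other 73 genes of Table S2 were not tested, so these overlaps cover part of the list given to IPA and PANTHER. Among the 134 listed as lower, the 2 serine synthesis genes stand against 0.0696 expected (exact test, adjusted p = 0.0193). BCL2L1, the 1 member of the BCL2 family there, stands against 0.167 expected, and TNFRSF10A, the 1 of the death receptors and caspases, against 0.209 (exact tests, adjusted p = 0.574 and 0.588). Other lists passed too. Among the genes listed as higher they were heat shock, tubulins and interferon-stimulated genes (3, 2 and 2 genes, exact tests, adjusted p = 0.00409, 0.0302 and 0.0365). Among those listed as lower they were the ATF4 amino acid response and ribosome biogenesis (16 and 8 genes, exact tests, adjusted p = 2.35e-20 and 7.28e-09). Of the 354 genes that were higher here at an unadjusted p, 4 are cholesterol genes (2 without untransfected replicate 1), against 0.625 expected, and 2 are LXR targets, against 0.331 (exact tests, adjusted p = 0.0227 and 0.211). The serine and glycine synthesis genes as a set fell by a median of 0.93 over 5 tested genes (adjusted p = 4.53e-07 by limma's camera; 0.480 with an estimated correlation). Of these, 3 were lower when adjusted over the list alone, against 0 over all genes by limma and 3 at an unadjusted p. Table S2 was drawn from these same arrays, and the lists were written after it had been read. The lists could thus follow the table, so its overlaps with them and the p-values of the exact tests are not independent evidence. From cholesterol biosynthesis coming out enriched in both IPA and PANTHER, the paper goes on to measure cholesterol after silencing STAT6 in these cells.

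**Figure D2:**
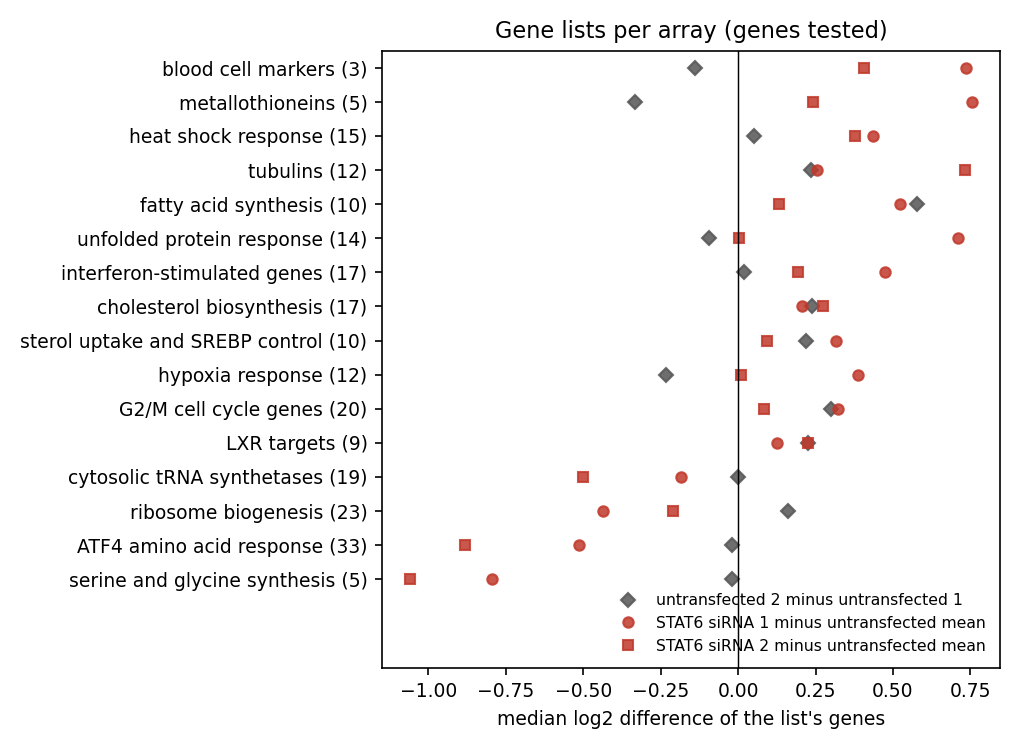
Median log2 difference (horizontal axis) of each gene list whose shift passed camera at an adjusted p under 0.05, with the number of tested genes beside its name. Red circles and squares are STAT6 siRNA replicates 1 and 2 against the untransfected mean, and grey diamonds are untransfected replicate 2 against replicate 1. The amino acid response list lies lowest in replicate 2 among lists with over 5 genes, and the grey diamond of the cholesterol list lies among its red marks.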

The pathways which passed the threshold of p value < 0.05 in PANTHER analysis are listed in Table 1.

**Table 1:** Enriched pathways from PANTHER analysis^a^.

Pathways	Homo sapiens genes (reference)	Differentially expressed gene list			
	#	#	expected	+/-	p value
Cholesterol biosynthesis	13	3	0.16	+	5.71E-04
Serine glycine biosynthesis	5	2	0.06	+	1.75E-03
Apoptosis signaling pathway	123	6	1.49	+	4.15E-03
Oxytocin receptor mediated signaling pathway	60	4	0.73	+	6.42E-03
Thyrotropin-releasing hormone receptor signaling pathway	62	4	0.75	+	7.19E-03
Cytoskeletal regulation by Rho GTPase	98	5	1.19	+	7.22E-03
5HT2 type receptor mediated signaling pathway	69	4	0.84	+	1.03E-02
Cysteine biosynthesis	1	1	0.01	+	1.20E-02
Histamine H1 receptor mediated signaling pathway	47	3	0.57	+	2.00E-02
Lipoate_biosynthesis	2	1	0.02	+	2.39E-02
Proline biosynthesis	4	1	0.05	+	4.73E-02

(**^a^** # - number of genes, expected - the number of genes expected in the list for this PANTHER category, based on the reference list, +/- - Over representation of a category is denoted by a + sign and under representation by a – sign).

### STAT6 silencing increases expression of genes associated with cholesterol biosynthesis/homeostasis and enhances cholesterol levels

Since the top most network obtained in IPA analysis was *Gene expression, Cell death, Lipid metabolism* and cholesterol biosynthesis came out enriched in both IPA and PANTHER analysis we checked the changes in cholesterol levels after STAT6 silencing by siRNA in NCI-H460 cells. Scrambled siRNA was used as a negative control. Fig. 3a shows that the STAT6 silencing increased cholesterol levels in a time dependent manner, with 1.23 fold increase at 24 h, 1.8 fold (p value  =  0.005) increase at 48 h and 2.3 fold (p value  =  0.004) increase at 72 h post transfection of siRNA in NCI-H460 cells. However, no such change was observed in the cholesterol levels in NCI-H460 cells transfected with scrambled siRNA. We also obtained similar results in A549 cells (Fig. 3a). There was 1.28 fold increase at 24 h, 1.6 fold increase (p value  =  0.03) at 48 h and 2.2 fold increase (p value  =  0.04) at 72 h post transfection of siRNA in A549 cells, thereby indicating that the increase in cholesterol levels could be a general effect of STAT6 silencing on lung cells.

**Figure 3:**
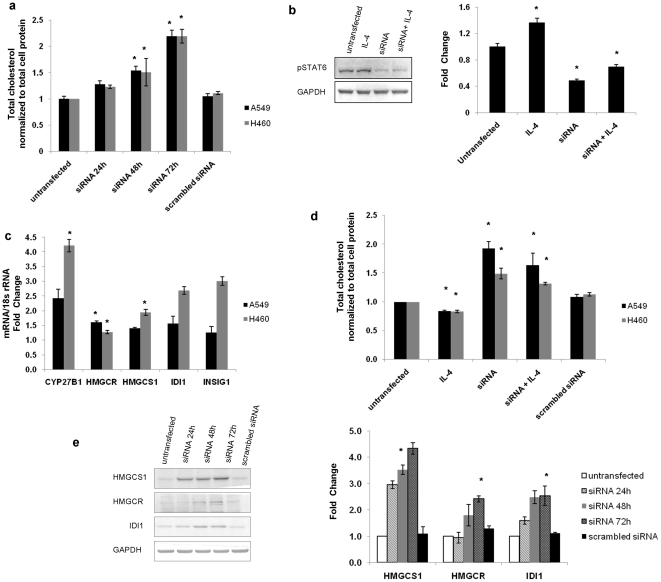
Role of STAT6 in cholesterol biosynthesis. The total cholesterol levels after STAT6 knockdown was checked at different time points in NCI-H460 and A549 cells. Scrambled siRNA was used as negative control. The data is expressed as the mean ± S.D. of 3 independent experiments performed in triplicates. * indicates p value < 0.05 in comparison to untransfected cells. a) Western blot analysis was done to analyze the change in expression of pSTAT6 protein upon IL-4 treatment in NCI-H460 cells. GAPDH was used as a loading control for densitometric analysis. Graph represents the fold change in protein expression compared to untransfected NCI-H460 cells. The data is expressed as the mean ± S.D. of 3 independent experiments. * indicates p value < 0.05 in comparison to untransfected cells. b) Real Time PCR was performed to determine the changes in expression level of genes related to cholesterol biosynthesis and homeostasis in NCI-H460 cells and A549 cells 48h post transfection of STAT6 specific siRNA. The samples were normalized to 18s rRNA expression. The real time data is expressed as the mean ± S.D. of 3 independent experiments performed in triplicates. * indicates p value < 0.05 in comparison to untransfected cells. c) Cholesterol assay was carried out to determine the effect of IL-4 treatment on total cholesterol levels in untransfected and siRNA transfected NCI-H460 cells and A549 cells. The data is expressed as the mean ± S.D. of 3 independent experiments performed in triplicates. * indicates p value < 0.05 in comparison to untransfected cells. d) The western blot of HMGCS1, HMGCR and IDI1 was done on cell extracts from untransfected and siRNA transfected NCI-H460 cells at different time points. GAPDH was used as a loading control for densitometric analysis. Graph represents the fold change in protein expression compared to untransfected NCI-H460 cells. The data is expressed as the mean ± S.D. of 3 independent experiments. * indicates p value < 0.05 in comparison to untransfected cells.

Since IL-4 is known to phosphorylate STAT6, we wanted to look for the role of IL-4 in cholesterol synthesis. In NCI-H460 cells, there was 1.48 fold (p value  =  0.01) change in the level of pSTAT6 (phosphorylated form of STAT6) protein after IL-4 treatment, 0.48 fold (p value  =  0.01) change after transfection of STAT6 siRNA and 0.69 fold (p value  =  0.05) change when the cells transfected with STAT6 siRNA were treated with IL-4 (Fig. 3b). Corresponding to this, there was 0.8 fold (p value  =  0.05) change in the cholesterol levels after IL-4 treatment, 1.5 fold (p value  =  0.01) change after transfection of STAT6 siRNA and 1.32 fold (p value  =  0.03) change when the cells transfected with STAT6 siRNA were treated with IL-4 (Fig. 3d). Similar results were also observed in A549 cell line (Fig. 3d).

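HMGCS1, which makes HMG-CoA early in the cholesterol pathway, had log2 signals of 8.64 and 9.42 in the untransfected arrays and 10.27 and 10.04 in the STAT6 siRNA arrays. Its log2 fold change was 1.12 (standard error 0.30, adjusted p = 0.448 by limma). IDI1, which makes the isoprene unit that farnesyl chains start from, had 1.10 (standard error 0.28, adjusted p = 0.393 by limma). MSMO1 and SQLE, enzymes of the later sterol steps, had 1.22 and 0.71 (standard errors 0.27 and 0.28; adjusted p = 0.204 and 0.718 by limma). INSIG1, which holds SREBP back when sterols abound and is itself an SREBP target, had 1.47 at its brighter probe (standard error 0.29, adjusted p = 0.141 by limma) and 0.02 at its dimmer one. CYP27B1, which activates vitamin D, had 0.85 (standard error 0.28), the cholesterol exporter ABCA1 0.76 (standard error 0.22) and the lipoprotein lipase LPL 0.74 (standard error 0.28). For these last genes the adjusted p by limma was 0.718, 0.568 and 0.718. Each of the 8 genes lay higher in both STAT6 siRNA arrays than in both untransfected arrays, at INSIG1's brighter probe. HMGCS1, IDI1, CYP27B1, ABCA1 and LPL are higher genes of Table S2, and MSMO1 and SQLE were named for their small p. They were thus chosen on these same arrays, and this is not independent evidence. Of the whole cholesterol list, 8 of 17 tested genes lay above in both. The genes of sterol uptake and SREBP control rose as a set, with a median of 0.21 over 10 tested genes (adjusted p = 0.00726 by limma's camera; 0.480 with an estimated correlation). The set had 0.32 and 0.09 in STAT6 siRNA replicates 1 and 2, while the untransfected arrays differed by 0.22, and 4 of its genes lay above in both STAT6 siRNA arrays. That call was lost without STAT6 siRNA replicate 1 (adjusted p = 0.0582 by camera; range over all alternatives 0.00109 to 0.0582). The LXR targets rose by a median of 0.15 over 9 tested genes (adjusted p = 0.0148 by limma's camera; 0.480 with an estimated correlation). The LXR set had 0.13 and 0.23 in STAT6 siRNA replicates 1 and 2, while the untransfected arrays differed by 0.23, and 2 of its genes lay above in both. That call was lost without untransfected replicate 1 (adjusted p = 0.110 by camera) and without STAT6 siRNA replicate 2 (0.160; range over all alternatives 0.00109 to 0.160).

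**Figure D3:**
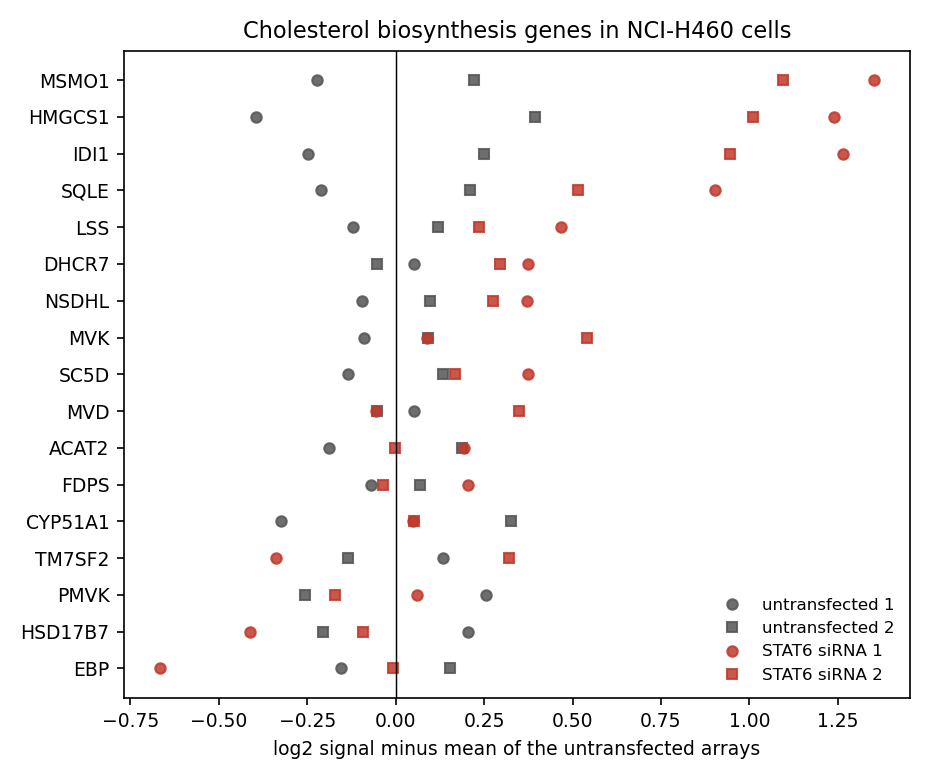
Log2 signal of the 17 tested cholesterol synthesis genes on each array, minus the gene's mean over the untransfected arrays (horizontal axis), with genes on the vertical axis in the order of their fold change. Untransfected arrays are grey and STAT6 siRNA arrays red, with a mark for each replicate. MSMO1, HMGCS1, IDI1 and SQLE lie furthest to the right, and the untransfected arrays of HMGCS1 lie apart (8.64 and 9.42).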

We next looked for the differentially expressed genes associated with cholesterol biosynthesis/homeostasis obtained from the microarray data. In concordance with the illumina array data, the transcript levels of these genes were confirmed to be upregulated by real time PCR. We observed 1.27 fold (p value  =  0.03) increase in HMGCR levels, which is the key regulatory enzyme of cholesterol biosynthesis pathway. We also observed 1.94 fold (p value  =  0.03) increase in HMGCS1, 2.7 fold increase in IDI1, 4.2 fold (p value  =  0.04) increase in CYP27B1 *(Cytochrome P450, family 27, subfamily B, polypeptide 1)*, and 3.0 fold increase in INSIG1 *(Insulin induced gene 1)* levels at 48 h post transfection of NCI-H460 cells with STAT6 specific siRNA in comparison to the untransfected NCI-H460 cells (Fig. 3c).

Similar increase in transcript levels of these genes were also observed in another lung cancer cell line, A549 (Fig. 3c) where we observed 1.6 fold (p value  =  0.03) increase in HMGCR levels, 1.4 fold increase in HMGCS1, 1.56 fold increase in IDI1, 2.4 fold increase in CYP27B1, and 1.25 fold increase in INSIG1 levels at 48 h post transfection of A549 cells with STAT6 specific siRNA in comparison to the untransfected A549 cells. This implies that the effects of STAT6 silencing are general and not restricted to any particular lung cancer cell line.

The protein levels of HMGCR, HMGCS1 and IDI1 were also examined in untransfected and siRNA transfected NCI-H460 cells at 48h and 72h post transfection. There were 2.9, 3.5 (p value  =  0.048) and 4.3 fold increase in HMGCS1 levels, 0.94, 1.8 and 2.4 (p value  =  0.03) fold increase in HMGCR levels, 1.6, 2.4 and 2.5 (p value  =  0.024) fold increase in IDI1 levels at 24 h, 48 h and 72 h post transfection, respectively Non significant changes were observed in case of cells transfected with scrambled siRNA (Fig. 3e).

### Promoter analysis and validation of Candidate Transcription Factors

We next performed the promoter analysis for the 3 enzymes *(HMGCR, HMGCS1, IDI1)* of the cholesterol biosynthesis pathway (Fig. 4a) that are upregulated after STAT6 silencing using the OTFBS, a tool that predicts common transcription factors for a set of genes. This was reasonable as genes with similar functions or that participate in a common process are often transcriptionally coregulated [26], [27]. This analysis revealed FOXD3 and FOXJ2 as the significant potential transcription factors consistently occurring in the promoters of HMGCR, HMGCS1 and IDI1. The binding sites of FOXJ2 and FOXD3 to the 5kB region upstream of transcription start site of these genes as revealed by OTFBS have been shown in Fig. 4b. To validate these transcription factors, electrophoretic mobility shift assay was performed for one of the candidate transcription factors, FOXJ2. As seen from Fig. 4c, when FOXJ2 oligonucleotides were incubated with the nuclear extract of the untransfected NCI-H460 cells, there was considerable formation of the DNA-protein complex in comparison to the free labeled probe. This complex formation increased significantly in case of nuclear extracts from siRNA transfected NCI-H460 cells and this increase was 2.07 fold at 48 h and 2.17 fold at 72 h post transfection of STAT6 specific siRNA indicating that STAT6 silencing increased the binding of FOXJ2 to their binding elements that validate our predicted finding detailed above.

**Figure 4:**
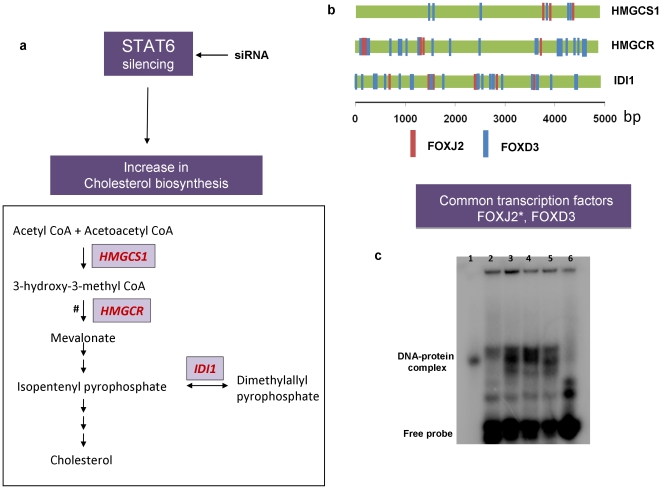
Schematic showing STAT6 silencing effects on cholesterol biosynthesis and validation of FOXJ2 binding by EMSA. a) siRNA mediated STAT6 silencing increases the cholesterol levels of the cell by enhancing the expression levels of enzymes involved in cholesterol biosynthesis pathway. # represents the rate limiting step of the cholesterol biosynthesis pathway. b) The binding sites of FOXJ2 and FOXD3 to the 5kB region upstream of transcription start site of these genes as revealed by OTFBS. 0 bp marks the transcription start site of the gene. c) The transcription factors common to the 3 enzymes of cholesterol biosynthesis pathway that got upregulated after STAT6 silencing were predicted by OTFBS. * transcription factor binding validated by EMSA. 18 μg of nuclear extracts from untransfected or siRNA transfected NCI-H460 cells were incubated with wild type labeled oligonucleotide containing the binding elements of FOXJ2. Mutated probe was used to check the specificity of the DNA-protein complexes. On termination of incubation, samples were resolved in a non-denaturing polyarylamide gel and subjected to phosphorimager analysis. *Lane 1*: labeled FOXJ2 specific oligos, *lane 2*: untransfected NCI-H460 cells incubated with labeled FOXJ2 specific oligos, *lane 3*: NCI-H460 cells tranfected with STAT6 specific siRNA at 48 h incubated with labeled FOXJ2 specific oligos, *lane 4*: NCI-H460 cells tranfected with STAT6 specific siRNA at 72 h incubated with labeled FOXJ2 specific oligos, *lane 5*: NCI-H460 cells tranfected with scrambled siRNA incubated with labeled FOXJ2 specific oligos, *lane 6*: untransfected NCI-H460 cells incubated with labeled mutated FOXJ2 specific oligos.

### Effect of STAT6 silencing in NCI-H460 cells on apoptosis and cell cycle

Some previous reports have shown the involvement of STAT6 in apoptosis and cell cycle kinetics in different cell types [4], [18], [19]. Since in our study too, *Gene expression, cell death, Lipid metabolism* emerged as the most significant network in IPA analysis and apoptosis signalling pathway as one of the significantly enriched pathways in PANTHER analysis, we thus made an attempt to investigate whether silencing of STAT6 in NCI-H460 has any effect on apoptosis and cell cycle progression. The annexin assay carried out to quantify the number of apoptotic cells (Fig. 5a) revealed that there was a time-dependent increase in annexin V positive cells upon STAT6 silencing in NCI-H460 cells. The percentage of annexin V positive cells increased from 4.5% in untransfected NCI-H460 cells to 5.6% at 24 h, 11.5% (p value  =  0.05) at 48 h and 23.7% (p value  =  0.006) at 72 h post transfection of NCI-H460 cells with STAT6 specific siRNA. We also did the annexin assay in A549 cells but we did not observe any significant changes in the annexin positive cells after STAT6 silencing (Figure S2).We also investigated the changes in cell cycle distribution using Guava flow cytometer. As shown in Fig. 5b, downregulation of STAT6 in NCI-H460 cells caused no significant change in the distribution of population of cells in different phases of cell cycle.

**Figure 5:**
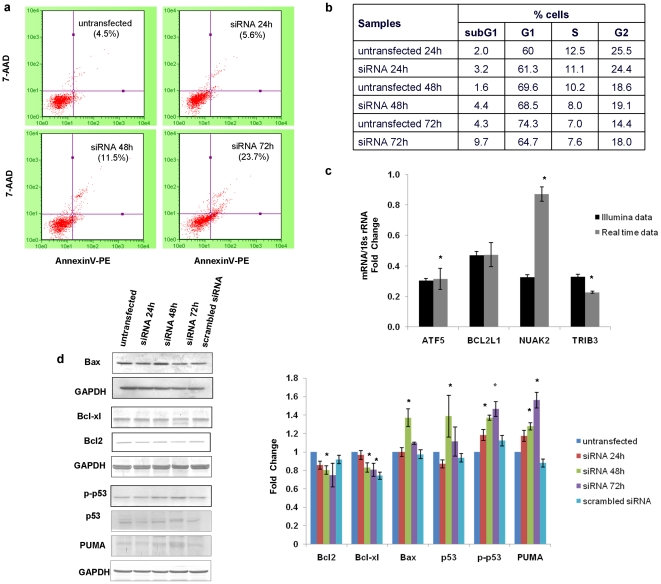
Effect of STAT6 silencing on apoptosis and cell cycle. a) To determine whether STAT6 downregulation in NCI-H460 cells leads to apoptosis, Annexin-V-PE binding assay was done at different time periods as described in “Materials and Methods” section. X-axis represents Annexin V-PE positive cells whereas Y-axis represents 7-AAD positive cells. % here indicates the percentage of dead cells. b) Cell cycle assay was also done to check the distribution pattern of untransfected and siRNA transfected NCI-H460 cells in different phases of cell cycle. Cells were harvested post transfection (at different time points as indicated) and subsequently assayed for their DNA content by flow cytometry. c) Real Time PCR was done in NCI-H460 cells to validate the genes which emerged out to be associated with apoptosis or cell death from the most significant network in the IPA analysis. The samples were normalized to 18s rRNA expression. The real time data is expressed as the mean ± S.D. of 3 independent experiments performed in triplicates. * indicates p value < 0.05 in comparison to untransfected cells. d) Western blot was performed to analyze the expression of some pro-apoptotic and anti-apoptotic proteins in untransfected and siRNA transfected NCI-H460 cells. GAPDH was used as a loading control. The data is expressed as the mean ± S.D. of 3 independent experiments. * indicates p value < 0.05 in comparison to untransfected cells.

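ATF5, a leucine zipper survival factor under ATF4, had log2 signals of 8.32 and 8.62 in the untransfected arrays and 7.54 and 7.55 in the STAT6 siRNA arrays. Its log2 fold change was −0.92 (standard error 0.20, adjusted p = 0.204 by limma). BCL2L1, which encodes the anti-apoptotic BCL-xL, went from 11.31 and 10.99 to 10.19 and 10.71, a log2 fold change of −0.70 (standard error 0.28) and of −0.47 at its dimmer probe. NUAK2, a kinase related to AMPK, had 8.56 and 8.33 against 8.04 and 7.82, a log2 fold change of −0.51 (standard error 0.21) and of −0.66 at its dimmer probe. The adjusted p by limma was 0.718 for BCL2L1 and 0.732 for NUAK2. TRIB3, which ATF4 induces under stress, went from 11.81 and 11.97 to 10.55 and 10.19. ATF5 and TRIB3 belong to the ATF4 amino acid response genes, of which 33 of 40 listed were tested; 28 had a negative log2 fold change and 20 lay below the untransfected arrays in both STAT6 siRNA arrays. Chance puts 16.7% of genes in each such direction. This set fell by a median of 0.68 (adjusted p = 3.75e-21 by limma's camera), and with an estimated correlation camera gave an adjusted p = 0.480. Of its members, 17 were lower when adjusted over the list alone, against 0 over all genes by limma and 18 at an unadjusted p of at most 0.05. The list was written after Table S2 had been read and 16 of its genes are among the lower genes of that table, so it is not independent evidence. The BCL2 family (12 genes tested) had a median of −0.10 and the death receptors and caspases (15 genes) of −0.07 (adjusted p = 0.0776 and 0.341 by limma's camera).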

The most significant network in the IPA analysis revealed genes like ATF5 *(Activating transcription factor 5)*, BCL2L1 *(BCL2-like 1)*, NUAK2 *(NUAK family, SNF1-like kinase, 2)* and TRIB3 *(Tribbles homolog 3)* which are directly or indirectly related to apoptosis. Our Real Time data showed that ATF5, BCL2L1, NUAK2 and TRIB3 decreased to 0.32, 0.57, 0.87 and 0.23 fold, respectively in siRNA transfected NCI-H460 cells in comparison to untransfected NCI-H460 cells (Fig. 5c). Simultaneously, we also checked for the change in expression of some pro-apoptotic and anti-apoptotic proteins by western blotting (Fig. 5d). We observed 0.85, 0.80 (p value  =  0.05) and 0.74 fold change in BCL-2 *(B-cell lymphoma 2)* levels, 0.96, 0.83 (p value  =  0.023) and 0.80 (p value  =  0.04) change in BCL-xL levels and there was slight increase in BAX *(BCL2-associated X protein)* levels with a fold change of 1.0, 1.37 (p value  =  0.05) and 1.1 at 24 h, 48 h and 72 h post siRNA transfection in NCI-H460 cells, respectively.

Additionally, we found that there was 0.87, 1.38 (p value  =  0.032) and 1.11 fold change in total TP53 *(Tumor protein p53)* levels, 1.2, 1.4 (p value  =  0.034) and 1.5 (p value  =  0.048) fold change in p-p53 *(phosphorylated p53)* levels, and 1.2, 1.3 (p value  =  0.05) and 1.6 fold (p value  =  0.046) change in PUMA (*p53 upregulated modulator of apoptosis*) levels upon STAT6 silencing at 24 h, 48 h and 72 h, respectively in NCI-H460 cells (Fig. 5d).

## Discussion

Signal transducer and activator of transcription-6 (STAT6) is a member of the STAT family of latent transcription factor and has been found to be overexpressed in various types of cancer like prostate and colon cancer [3], [28] http://www.ncbi.nlm.nih.gov/pubmed/18294957?dopt=AbstractPlus&holding=f1000,f1000m,isrctn. Several studies in the literature showed that down-regulation of STAT6 using siRNA leads to the induction of apoptosis [4], [29] but the underlying mechanism of STAT6 mediated signaling is not clear. To gain an understanding of the biological alterations we investigated the transcriptome before and after STAT6 silencing in NCI-H460 cells using illumina microarray.

Gene expression profiling and network analysis by IPA and PANTHER revealed *Gene expression, Cell death and Lipid metabolism* to be most favoured after STAT6-siRNA treatment in NCI-H460 cells. An important observation in the current study was the finding of cholesterol biosynthesis and p53 signalling in the toxicology list during IPA analysis. We observed significant increase in the cholesterol levels in NCI-H460 cells and in A549 cells as a result of STAT6 silencing (Fig. 3a). Our data also showed significant increase in the level of HMGCR, HMGCS1 and IDI1 (cholesterol synthesis) and INSIG1, and CYP27B1 (cholesterol homeostasis) genes at both transcriptional (real time PCR) and translational levels (western blot analysis). In this study for the first time we report that siRNA mediated silencing of STAT6 leads to the up-regulation of some of the genes involved in cholesterol biosynthesis/homeostasis resulting in enhanced cholesterol levels in the cells. Till date, there are only a few reports where indirect links between STAT6 and cholesterol biosynthesis have been observed. King *et al* in their study reported that IL-4 deficiency in C57BL/6 LDL receptor (LDLr)-/- mice promotes gallstone formation which maybe due to deregulation of genes involved in cholesterol metabolism, thereby implying that IL4 might be linked to cholesterol metabolism [30]. Black *et al* also observed that the use of IL-4 lowers the blood cholesterol levels [31]. We also found slightly decreased cholesterol levels after IL-4 treatment in our study. Herein, we show for the first time that direct inhibition of STAT6 can lead to an increase in cholesterol levels in lung cancer cells.

This inverse relationship of cholesterol biosynthesis and STAT6 is further strengthened by the reports on cholesterol lowering drugs simvastatin and atorvastatin which target HMGCR, lead to an increase in phosphorylated STAT6 [32], [33]. It is also well established that STAT6 is important for the development of asthma [34], [35], [36] and a study on US population by Fessler, *et al* in 2009 has shown that serum total cholesterol and non-HDL-cholesterol are inversely related to asthma [37], thereby further pointing towards the inverse relation between STAT6 and cholesterol.

In the present study, we not only observed inverse relationship of STAT6 and cholesterol biosynthesis but also found several conserved FOXJ2 and FOXD3 binding sites in the 5Kb region upstream of HMGCR, HMGCS1 and IDI1 (genes of the cholesterol synthesis pathway). FOXJ2 belongs to the family of forkhead box (FOX) proteins [38] and has been validated in our study using EMSA. [39]. Although, the structural and functional domains of FOXJ2 have been characterized [40], very little is known of the biological effects of FOXJ2 [41]. The enhanced binding of FOXJ2 to the key enzymes of cholesterol biosynthesis as a result of STAT6 silencing could have great potential in understanding the complexities of STAT6 signaling.

Several reports in the literature suggest that STAT6 knockdown is associated with inhibiting proliferation and enhancing apoptosis [1], [3]. Moreover, STAT6 has also been found to be activated spontaneously in human cancers such as prostate cancer [18], B cell lymphoma [42] and Hodgkin's lymphoma [43] suggesting that an active STAT6 signaling may be beneficial for cancer cell growth. In our study, cell death and p53 signaling came out as significantly altered upon STAT6 silencing as revealed by the IPA analysis (Fig. 2a and c). Since, p53 is well documented to have a role in apoptosis [44], [45] we checked the expression of the genes associated with p53 signaling such as p53, phosphorylated p53, PUMA, BCL-2, BAX, BCL-xL by western blot analysis. We observed increased expression of p53, phosphorylated p53, PUMA and BAX and reduced expression of BCL-2 and BCL-xL after STAT6 silencing. However, further study is needed to investigate the role of p53 in STAT6 signaling. Herein, we also observed an increase in annexin positive cells in a time dependent manner in control and STAT6 knockdown NCI-H460 cells. Contrary to our findings, an earlier study has shown that STAT6 induces apoptosis [46]. Our cell cycle analysis did not show any significant change in the number of cells in any phase. This is in contrast to the report by Zhang *et al* in 2005 where they had observed increased cells in G1 phase after STAT6 silencing in HT-29 cells [4]. Kaplan *et al* in 1998 had also reported that STAT6 deficient spleen cells show G1 arrest [47].

In conclusion, the study not only validates the novel finding of increased cholesterol levels after STAT6 silencing in NCI-H460 cells but also confirms the anti-apoptotic role played by STAT6. Since STAT6 can act as either pro-or antiapoptotic factor depending on the cell type a key pending question is whether STAT6 siRNA may have therapeutic activity in cancer. Future studies within the field of apoptosis will expand our understanding of the complex mechanisms underlying STAT6 mediated signalling. The knowledge of inverse relationship between STAT6 and cholesterol biosynthesis can be of significant potential in understanding and designing therapeutics for several pathological conditions where STAT6/cholesterol is implicated.

## Supporting Information

Figure S1 **Work flow of the illumina microarray experiment.**
(TIF)

Figure S2 **Effect of STAT6 silencing on apoptosis in A549 cells.**
(TIF)

Table S1 **5′-3′ Primer sequences used for Real-time PCR (FP- Forward Primer, RP-Reverse Primer).**
(XLS)

Table S2 **The list of 273 differentially expressed genes after transfection of STAT6 specific siRNA in NCI-H460 cells.**
(XLS)

Table S3 **The list of networks generated from IPA analysis using the differentially expressed genes obtained in the illumina array data.**
(XLS)

Table S4 **Genes in the most signifcant network identified by IPA with their fold change in the array data.**
(XLS)

Table S5 **Genes associated with the toxicology list generated from IPA analysis using the differentially expressed genes obtained in the illumina array data.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

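The samples were 4 Illumina bead arrays of RNA from NCI-H460 cells, 2 of untransfected cells and 2 of cells transfected with 60 nM STAT6 siRNA and taken at 48 h. The series and the paper call the replicates biological, and all 4 arrays share a chip. The authors deposited the fluorescence intensity of 48803 probes on each array before normalization, with the number of beads and their standard error. The deposited detection p-value of each probe compares it with the negative control beads. The authors also deposited intensities scaled to a common mean in BeadStudio, with background subtracted. The relative standard error over the beads of a probe had a median of 4.78 to 5.10% per array, and 34.9 to 38.0% of probes were detected.

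Probes were named by the annotation table provided: 27578 carry 1 gene symbol, 13 carry several and 21212 are not named here. Probes without a single symbol were left out of the gene tests, so genes without a named probe are not analysed here. Of 18665 genes named, 9628 had a probe with a detection p of at most 0.05 on all 4 arrays, and 2289 of these had more than 1 such probe. The brightest probe stood for the gene.

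Each array's raw signal was scaled to the mean of the 4 arrays and floored at 16 before log2; the lowest raw signal on any array was 79.7, so the floor acted only on the background-subtracted alternatives. Group means were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), and p was adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p under 0.05. For most genes of Table S2, log2 fold changes without background subtraction lie nearer 0 than folds after it. ASNS is an exception, with a fold of 0.280 here and 0.293 from the deposited values of the same probe.

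Gene lists were written from general knowledge, after Table S2 had been read, and 31 lists were tested. They hold cholesterol synthesis and its control, fatty acid synthesis, the ATF4 amino acid response and the pathways it feeds, stress responses, cell death, the cell cycle, interferon and STAT6 targets, ribosome biogenesis, tubulins, housekeeping genes and markers of other cell types. The camera test of limma was used with its preset correlation of 0.01, and as a check with a correlation estimated from 2 residual degrees of freedom. Camera compares a list with the other genes; limma's fry, run beside it, tests a list against no change. Of the 31 lists, 16 passed an adjusted p under 0.05 by camera (12 higher and 4 lower), 0 with an estimated correlation (lowest adjusted p = 0.480) and 0 by fry (lowest adjusted p = 0.0564). Lists with an estimated correlation under the preset lost their call too, such as heat shock (−0.0035) and serine and glycine synthesis (−0.034). A call lost in that check is therefore not evidence that the genes of a list vary together. With 2 residual degrees of freedom the check had little power. Overlaps with Table S2 used a one-sided Fisher's exact test against the genes tested, adjusted over the 31 lists.

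The genes named in the text are STAT6, the genes the paper names for these arrays (Table S4 and parts of Table S5 included), up to 12 genes in each direction with the largest called change, and the 6 genes of each list with the smallest p. The folds of Table S2 had been seen when this rule was set.

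The steps were tested on simulated data with the gene means of these arrays and variances that limma had already shrunk toward the intensity trend. Each gene's own unshrunk variance was not used, so the recovery need not hold for these arrays. Of 200 genes changed by a log2 of 0.5, 1 and 2, limma called 6, 138 and 200, with 0, 5 and 8 false calls. A list of 20 genes shifted by 0.5 was recovered by camera with 0 false lists. The simulated genes varied independently, with the same spread on every array, so this says nothing on false lists where genes vary together. In the data the estimated correlation was 0.36 for the ATF4 amino acid response and 0.61 for tubulins.

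The alternatives tried were quantile normalization, neqc with an offset of 16, normexp with an offset of 50, the deposited normalized values, adding 50 in place of the floor, and looser, stricter (detection p at most 0.01) or no detection filters. They further took the mean over a gene's probes, eBayes without a trend or robust, an unadjusted p of at most 0.05, a fold of at least 1.5, the replicate number as a block, and leaving out each array in turn. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Real time PCR, western blots, cholesterol assays, flow cytometry and A549 cells are outside the arrays and not analysed here.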

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

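The tests of bead noise, of a stronger change in STAT6 siRNA replicate 1, of transfection and of the spread between cultures were chosen only after the results were seen; the test after quantile normalization was planned.

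The paper's text does not treat the lists below as sets, though it reports on some members. It finds ATF5 and TRIB3 of the ATF4 list lower by real time PCR, and its PANTHER table has serine glycine, cysteine and proline biosynthesis as enriched. In each list below, the shift lay in the same direction in both STAT6 siRNA arrays and exceeded the difference between the untransfected arrays. The ATF4 amino acid response genes had a median log2 fold change of −0.68, with −0.51 and −0.88 in STAT6 siRNA replicates 1 and 2 and −0.02 between the untransfected arrays. ASNS, the asparagine synthetase, went from 13.45 and 13.47 to 12.19 and 11.06. The cytosolic tRNA synthetases, with MARS1 (−1.13, standard error 0.26) at their head, had −0.30 over 19 genes (−0.19 and −0.50, 0.00 between the untransfected arrays; adjusted p = 4.53e-07 by limma's camera, 0.480 with an estimated correlation). That call was lost without STAT6 siRNA replicate 2 (adjusted p = 0.0826 by camera; range over all alternatives 2.42e-15 to 0.0826). Ribosome biogenesis had −0.37 over 23 genes (−0.44 and −0.21, 0.16 between the untransfected arrays; adjusted p = 1.21e-07 by limma's camera, 0.480 with an estimated correlation).

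Heat shock response genes had 0.48 (0.43 and 0.38, 0.05 between the untransfected arrays), and interferon-stimulated genes 0.34 over 17 of 26 listed genes (0.47 and 0.19, 0.02 between them, adjusted p = 0.00177 by limma's camera, 0.480 with an estimated correlation). Over all alternatives the median of the interferon list ranged from 0.10 to 0.48. Tubulins had 0.44 over 12 genes (0.25 and 0.73, 0.24 between the untransfected arrays; adjusted p = 1.70e-05 by limma's camera, 0.480 with an estimated correlation), a call lost without STAT6 siRNA replicate 2 (adjusted p = 0.465 by camera; range over all alternatives 6.06e-18 to 0.465). Blood cell markers had 0.57 over only 3 genes, CD14 (0.69), CD68 (0.57) and HBA1 (0.18), of 11 listed (−0.14 between the untransfected arrays; adjusted p = 0.0160 by limma's camera, 0.480 with an estimated correlation). That call was lost without untransfected replicate 2 (adjusted p = 0.182 by camera), without STAT6 siRNA replicate 2 (0.173) and with no detection filter (0.0603; range over all alternatives 0.00698 to 0.182). NCI-H460 cells already express CD14 and CD68, at 9.88 and 9.74 and at 10.28 and 10.02 in the untransfected arrays.

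The amino acid response pattern is a hypothesis found on these arrays, since ATF4 activity itself was not measured. The untransfected arrays differed by 0.0295 of the list's shift and the STAT6 siRNA arrays by 0.580 of it, and 16 of the 33 tested members are lower genes of Table S2, so spread between cultures cannot be told apart from an effect of the siRNA. The number of arrays with scrambled siRNA in the series is 0, so transfection itself and loss of STAT6 cannot be told apart either. The untransfected controls keep this open for every gene and list compared here, the cholesterol genes included.

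STAT6 siRNA replicate 1 stood apart from the other arrays: the SD of its log2 differences from them was 0.44 to 0.48, against 0.28 among the others. Noisier beads are argued against, since its median relative bead error was 4.78% against 4.83 to 5.10% on the others. A signal-dependent shift of the whole array is argued against too, since the ratio of these SDs was 1.61 with average scaling and 1.60 after quantile normalization. A stronger form of the shared change cannot be told apart, since the lists above go both ways: 4 of 7 (57.1%) had the larger shift in replicate 1, ribosome biogenesis among them, while 78.8% of the amino acid response genes lay higher in replicate 1 than in replicate 2. A separate difference of that culture or its RNA was not tested.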

How the results depend on the processing

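The counts of cholesterol genes among called genes under the alternatives were chosen only after the results were seen; the other alternatives were set before the data were examined, and the lists after the paper's Table S2, with the folds of these arrays, had been read.

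STAT6 kept a negative log2 fold change under all 18 alternatives: the main value of −0.60 passes only at an unadjusted p, and leaving out 1 array gave −0.67 to −0.52. Of 755 values of 42 named genes, 631 kept their direction and call, 118 gained a call and 1 lost it, CPA4 without a variance trend. CPA4 alone was called in the main fit, so the other named genes could only stay uncalled or gain a call. The gained calls include those at an unadjusted p and those in fits that leave 1 array in a group. These counts are thus no check of stability. The 5 values that turned in direction belong to BAX, FOXJ2 and BCL2. BAX, at −0.56, had 0.13 without STAT6 siRNA replicate 1 and −1.26 without STAT6 siRNA replicate 2, where it was called. FOXJ2, at −0.093, had 0.0080 without STAT6 siRNA replicate 2 and −0.19 without STAT6 siRNA replicate 1. BCL2, at 0.046, had −0.070 with the mean over probes, −0.067 without untransfected replicate 1, −0.079 without STAT6 siRNA replicate 1 and 0.17 without STAT6 siRNA replicate 2.

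The number of higher genes, 1, became 17 with no detection filter, 2 at a detection p of at most 0.01, 0 without a variance trend and 354 at an unadjusted p. The number of lower genes, 0, became 1 with 50 added to each signal, 67 with no detection filter, 2 at a detection p of at most 0.01 and 259 at an unadjusted p. Leaving out 1 array gave 3 to 540 higher and 2 to 373 lower genes. The highest counts come without STAT6 siRNA replicate 2, when the array that stands apart is the only STAT6 siRNA array and the spread is estimated from the untransfected arrays. With the replicate number as a replicate block, 9 genes were higher and 34 lower. The numbers are not known to mark shared batches, and the deviations of same-numbered arrays from their group means correlated at −0.131.

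The cholesterol list's median of 0.27 does not reach a fold of 1.5, and leaving out 1 array gave 0.20 to 0.38. Its call was lost without STAT6 siRNA replicate 2, at a median of 0.21. The BCL2 family gained a call with the mean over probes, at a median of −0.13 (adjusted p = 0.0493 by limma's camera; range over all alternatives 0.0493 to 0.369), and at an unadjusted p, at −0.10. The ATF4 amino acid response passed under all 18 alternatives, with medians of −0.88 to −0.51 when 1 array was left out. Its call was lost with an estimated correlation (adjusted p = 0.480 by limma's camera), which was not among those alternatives. The fry test of limma asks another question, whether the list differs from no change rather than from the other genes, and gave an adjusted p = 0.259. The p53 targets passed under none (0), with medians of 0.00 to 0.12 when 1 array was left out. Of the other lists, 14 passed camera, against 1 with a fold of at least 1.5 and 9 to 12 with 1 array left out. Cholesterol genes among the called higher genes went from 0 to 3 with no detection filter, 4 at an unadjusted p, 2 among the Table S2 genes above 1, and 0 to 4 with 1 array left out. The cause of these changes was not tested.

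Signal over background limits the dim genes: without subtraction their folds mostly lie nearer 0. A log2 change of 0.5 was seldom recovered in simulated data. The changed genes there were drawn at random over all intensities, so that recovery is not a result on dim genes.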

Differences from the paper's values

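The comparison with other probes of the same gene was chosen only after the results were seen.

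The paper lists 273 differentially expressed genes, 86 higher and 187 lower, at a differential p of at most 0.05 for which its methods name no adjustment. At an adjusted p under 0.05 by limma, 1 was called here, 1 higher and 0 lower. Of the alternatives set before the data were examined, an unadjusted p of at most 0.05 brings the lower count to 259, within a factor of 1.5 of the paper's 187. Of the lower genes of Table S2, 134 were tested and 97 reached that p, so near counts do not mean the same genes. No alternative brings the higher count or the total that near: at the unadjusted p they are 354 and 613. The paper's differential score comes from the error model of BeadStudio, which was not run here.

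The paper's Table S2 gives CSF2RA a fold of 0.326, and its brightest probe gave 0.752 here (0.731 from the deposited values). INSIG1 has 1.018 in the paper's table and 2.78 here (3.05 from the deposited values). NUAK2 has 0.327 in the paper's table and 0.701 here (0.555 from the deposited values). PCK2 has 0.145 in the paper's table and 0.375 here (0.345 from the deposited values). None of the 18 alternatives set before the data were examined closes these gaps, the mean over probes included. From the deposited values, another probe of each gene gives the table's fold: 0.326 for CSF2RA, 1.02 for INSIG1, 0.327 for NUAK2 and 0.145 for PCK2. That PCK2 probe was detected on 3 of the 4 arrays.

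The paper states a filter on detection among all samples, whereas 18 of the 208 probes matched to Table S2 have a detection p above 0.05 on at least 1 array.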

Other observations

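The test of the spread between cultures was chosen only after the result was seen; the test of the scaling was planned.

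The paper measures BCL-2 and BAX as proteins. Their RNA on the arrays had log2 fold changes of 0.05 for BCL2 at its brightest probe (standard error 0.26) and −0.56 for BAX (standard error 0.36). The adjusted p by limma was 0.985 and 0.850. At its dimmer detected probe BCL2 had −0.19 (standard error 0.22). BAX had log2 signals of 9.92 and 9.66 in the untransfected arrays and 8.53 and 9.93 in the STAT6 siRNA arrays, so its difference came from STAT6 siRNA replicate 1. BCL2 turned to −0.07 without untransfected replicate 1, and BAX to 0.13 without STAT6 siRNA replicate 1. FOXJ2 had −0.09 (standard error 0.26), and no probe of FOXD3 or BBC3 was detected on any array (0).

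The cholesterol synthesis list had a positive median in both STAT6 siRNA arrays, and the untransfected arrays differed for the same list by 0.887 of its shift, and the STAT6 siRNA arrays by 0.723 of it. These ratios are in line with spread between cultures of one condition, which may make up part of the rise. Measured against the median of all genes, the list keeps at least 0.963 of its shift under quantile normalization or neqc. That ratio cannot decide on a shift common to all genes, since taking off their median removes it under every scaling. With average scaling the median of all genes was 0.02 and that of the list 0.27, so a common shift is small beside the list's. Fatty acid synthesis shared the pattern, with 0.38 over 10 genes (0.52 and 0.13 in STAT6 siRNA replicates 1 and 2, 0.58 between the untransfected arrays; adjusted p = 0.00726 by limma's camera, 0.603 with an estimated correlation). Its call was lost without untransfected replicate 1 (adjusted p = 0.515 by camera; range over all alternatives 4.72e-06 to 0.515) and without STAT6 siRNA replicate 1 (0.0868).

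Some stress lists had the larger shift in STAT6 siRNA replicate 1. Targets of the unfolded protein response had 0.35 over 14 genes, with 0.71 in replicate 1, 0.00 in replicate 2 and −0.09 between the untransfected arrays (adjusted p = 0.00351 by limma's camera, 0.603 with an estimated correlation), a call lost without replicate 1 (adjusted p = 0.875 by camera; range over all alternatives 3.04e-06 to 0.875). Metallothioneins had 0.54 over 5 genes (0.75 and 0.24, −0.33 between the untransfected arrays; adjusted p = 0.00146 by limma's camera, 0.480 with an estimated correlation), lost without untransfected replicate 2 (adjusted p = 0.144 by camera; range over all alternatives 2.12e-05 to 0.144). Hypoxia genes had 0.20 over 12 genes (0.39 and 0.01, −0.23 between the untransfected arrays, more in size than the shift; adjusted p = 0.0366 by limma's camera, 0.603 with an estimated correlation), lost without untransfected replicate 2 (adjusted p = 0.666 by camera) and without STAT6 siRNA replicate 1 (0.920), and kept in 10 of 18 alternatives (range 2.86e-07 to 0.920).

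The G2/M cell cycle genes had 0.19 over 20 genes (0.32 and 0.08, and 0.30 between the untransfected arrays, more than the shift; adjusted p = 0.0366 by limma's camera, 0.603 with an estimated correlation), lost without untransfected replicate 1 (adjusted p = 0.592 by camera), STAT6 siRNA replicate 1 (0.0827) and STAT6 siRNA replicate 2 (0.160), and kept in 11 of 18 alternatives (range 0.00246 to 0.592).

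The remaining lists did not pass camera in limma. They were G1/S genes (median −0.02, adjusted p = 0.668), STAT6 and interleukin-4 targets (0.28 over 3 of 14 genes, adjusted p = 0.0923), the JAK and STAT family (0.01, adjusted p = 0.535), and NRF2 targets (0.02, adjusted p = 0.621). The median of the NRF2 targets turns negative under quantile normalization and neqc. It was −0.04 and −0.13 in STAT6 siRNA replicates 1 and 2 against the untransfected mean, and camera's direction was lower in all 18 alternatives. Mitochondrial tRNA synthetases had 0.03, cysteine synthesis −0.33, proline synthesis 0.11 and lipoate synthesis −0.41 (adjusted p = 0.928, 0.245, 0.735 and 0.0548 by camera). Housekeeping genes had 0.11, and fibroblast, endothelial and lung epithelial markers 0.17, 0.25 and 0.14 (adjusted p = 0.130, 0.591, 0.516 and 0.535 by camera).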
